A study of Mus musculus and Homo sapiens with 75 samples. Its data were reported in "Mutant CEBPA promotes tolerance to inflammatory stress through deficient AP-1 activation" (2025).

How the data were processed

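Bulk RNA sequencing of poly-A RNA was deposited for 75 libraries in 25 groups of 3, spread over 5 count tables. The tables held HPC-7 cells (a mouse blood progenitor line) with inducible constructs, HPC-7 cells with constitutive constructs, mouse lineage-negative bone marrow progenitors, mouse bone-marrow-derived macrophages and KO-52 cells (a human acute myeloid leukaemia line). Cells were untreated or given lipopolysaccharide (LPS) at 100 ng/mL for 2, 8 or 12 h.

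The deposited values are counts: raw numbers of reads per gene, without normalization. According to the methods of the study, the authors aligned reads with bowtie2, which does not split reads over introns, to the mm39 or hg38 genome and counted uniquely mapping reads on NCBI RefSeq genes with featureCounts. The libraries kept strand, but no source states whether counting used it, so genes that overlap on opposite strands may share reads. The table of the inducible HPC-7 cells lists GENCODE gene identifiers instead of RefSeq symbols, and its pseudogene and mitochondrial counts differ from those of the other mouse tables. Each column held whole numbers with its own total. The KO-52 table also lists 92 ERCC spike-in RNAs.

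Groups and replicate numbers came from the sample labels. All columns were mapped to a group. The labels of 6 KO-52 columns (p42 and p30 with LPS) are also library names of HPC-7 samples. Only the group was taken from them, their replicate numbers were not used, and those libraries are called a, b and c. Coordinates came from a supplied annotation on mm39 and hg38, the builds the study names. No label gives a sequencing batch or date. Whether a replicate number marks the same animal or day across groups is not stated.

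Each table was fitted with edgeR 4.0.16 in R 4.3.3, with 1 coefficient per group and no covariate. Genes were kept by filterByExpr on the groups, sizes were scaled by TMM (by the 92 spike-ins for KO-52, with DESeq2's size factor estimate), and contrasts were tested with the two-sided quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in a contrast. A gene was called between untreated groups at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. A gene was called induced at an adjusted p under 0.05 and a log2 fold change over 1. The difference in LPS change between genotypes, here called inducibility, was tested as an interaction contrast at an adjusted p under 0.05 with no fold threshold. The 28 contrasts were each adjusted on their own.

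The share of induced genes with the weaker LPS change was the percent of genes called induced in p42 or wild-type (WT) libraries whose LPS change was smaller in p30 or empty-vector (EV) libraries. Since that choice of genes uses the libraries compared, the share was also computed in 20 simulations from the fitted means and dispersions without any interaction. Genes were drawn independently at fixed library sizes, so shifts shared by many genes of a library are missing. The simulated ranges may thus be too narrow.

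The 15 gene lists were written by hand from general knowledge: AP-1 family, FOS subfamily, NF-kB family, interferon regulators, inflammatory response, cytokines and chemokines, early LPS response, interferon-stimulated genes, ATF4 targets, ER stress response, E2F and cell cycle, neutrophil granule proteins, macrophage markers, erythroid and megakaryocyte markers, and mast cell and basophil markers. The AP-1 list holds the 13 members the study showed. Lists overlap, and 65 of the 157 mouse inflammatory response genes are also in another list. Each list was tested in every contrast with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, two-sided, adjusted over all 420 tests. The same lists and contrasts were also tested with fry and with camera at the estimated correlation. Camera asks whether members change more than other genes, and fry whether they change at all. A pass under fry is thus the answer to a different question. Of the 193 tests past the threshold, 162 also passed under fry and 72 also passed with the estimated correlation.

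Overlap of calls between systems was tested with Fisher's exact test, two-sided, over genes tested in both, adjusted over 10 pairs. Mouse and human genes were paired by the same symbol in capitals.

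The genes named in the text follow a rule: Cebpa or CEBPA in every group, the 3 largest falls and 3 largest rises in each of 5 untreated contrasts (adjusted p under 0.05, a mean of at least 50 counts over the table, and no overlap between the groups in CPM, counts scaled to the same library total), the AP-1 family members, and the cytokines Cxcl10, Il6, Ccl2, Ccl9, Cxcl2, Ccl5, Tnf and Il1b for the LPS contrasts. The groups, tests, lists, gene rule and alternatives were fixed before the data were examined.

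Alternatives were DESeq2 1.42.0 (Wald test), RLE size factors, TMM in place of spike-ins for KO-52, no filter on low counts, no fold threshold, only the groups compared in the fit, the replicate number as a block, a block per genotype and replicate number, and each library left out in turn. For shares, the genes induced in the other genotype, the genes induced in both, and the early LPS response list were used instead. The shares of KO-52 under TMM and RLE were added after the data were seen. No library was left out of the main fits.

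The tests were checked on simulated data in which 200 genes were changed. With edgeR, between 70.5% and 99.5% of the changed genes were called, the lowest share in the KO-52 inducibility contrast, and at most 7.80% of calls were false. With DESeq2 the called share was 73% to 99.5%, and up to 15.5% of calls were false, so calls that only DESeq2 makes carry a higher false rate. The called shares of both tools hold only for the sizes of change and the count levels that were simulated. They do not tell what share of smaller changes, or of changes in genes with fewer counts, would be called.

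Depth was the total count per library on genes. A group whose 3 libraries were all at or under 3 counts was taken to be at the floor, and fold changes against it are given as lower bounds from that floor. Such floors cover counting error only.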

Results

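The study asked how the short form of the transcription factor C/EBP-alpha, p30, which lacks the amino terminus of the full-length form p42, changes the response of blood cells to inflammatory stimuli. Raw read counts were compared between cells with p30 and cells with p42 or WT Cebpa, untreated and after LPS. LPS is a component of bacterial outer membranes that activates the receptor TLR4. Each of the 25 groups had 3 libraries. The inducible HPC-7 table held 7 groups (EV, p30 and p42 untreated, and p30 and p42 after 2 h and 12 h of LPS), and its libraries had from 11985188 to 20061293 counts on genes. In these cells p30 and p42 were fused to a receptor domain activated by 4-hydroxytamoxifen. The constitutive HPC-7 table held 2 groups with 23260890 to 27841951 counts. The progenitor table held 4 groups with 41106618 to 41791622 counts, and the macrophage table held 6 groups with 30875127 to 31632167 counts. In these primary cells p30 stands for a floxed and a p30 allele of Cebpa with an inducible Cre at the Rosa26 locus, and WT for floxed alleles on both chromosomes. Both genotypes were given 4-hydroxytamoxifen. The KO-52 table held 6 groups (EV, p42 and p30, untreated and after 2 h of LPS), with 21877850 to 32414233 counts on genes and 0.331% to 0.755% of counts on spike-ins. The numbers of genes tested were 13744 in HPC-7, 15825 in constitutive HPC-7, 18928 in progenitors, 18085 in macrophages and 21272 in KO-52 cells.

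Cebpa (mm39 chromosome 7, 34818718 to 34821353) and CEBPA (hg38 chromosome 19, 33299934 to 33302534) were read first, as a check of the genotypes. Counts of this gene do not tell p30 from p42. In untreated HPC-7 cells the Cebpa level was 142 ± 10.1 CPM with EV, 361 ± 44.9 with p42 and 410 ± 91.8 with p30 (mean ± SD, n = 3 each). After 12 h of LPS it was 116 ± 7.55 with p42 and 150 ± 49.9 with p30 (n = 3 each). In constitutive HPC-7 cells it was 916 ± 105 with p42 and 612 ± 45.3 with p30 (n = 3 each). Untreated progenitors had 419 ± 33.0 with WT and 390 ± 31.4 with p30, a log2 difference of -0.10 (SE 0.08, edgeR adjusted p 0.372). Untreated macrophages had 149 ± 36.2 with WT and 60 ± 6.13 with p30, a log2 difference of -1.31 (SE 0.22, edgeR adjusted p 0.00226). At 2 h of LPS macrophages had 40.2 ± 7.49 with WT and 35.5 ± 4.22 with p30 (n = 3 each). At 8 h of LPS macrophages had 37.9 ± 13.1 with WT and 3.62 ± 0.608 with p30 (n = 3 each). The libraries of KO-52 cells labelled EV, p42 and p30 had 1709 ± 658, 1184 ± 397 and 2171 ± 107 CPM of CEBPA untreated (n = 3 each), so this gene did not mark the transfected libraries.

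**Figure D1:**
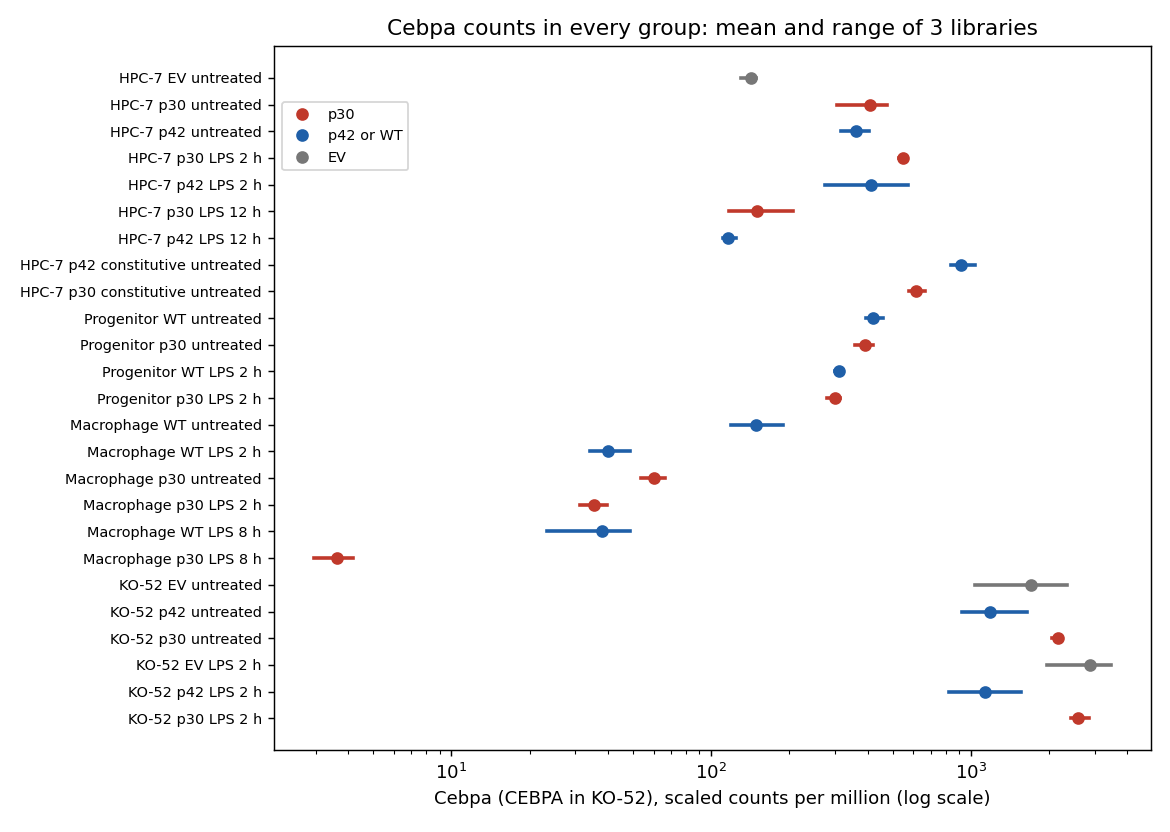
Cebpa (CEBPA in KO-52 cells) in every group, as scaled CPM on a log axis; points are means and lines span the lowest to highest of 3 libraries. The lowest mean is that of p30 macrophages after 8 h of LPS, at 3.62.

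The first question was which genes differ between p30 and p42 before LPS. In untreated HPC-7 cells 616 genes were called higher and 742 lower with p30 than with p42. The alternative that moved this count most was the absence of a fold threshold, with 4554 calls. Against EV, p42 had 820 genes higher and 436 lower, and p30 had 440 higher and 228 lower. The largest falls with p30 were in Prom1 (ENSMUSG00000029086.16, chromosome 5, 44150963 to 44260850), Chil1 (ENSMUSG00000064246.11, chromosome 1, 134109894 to 134117769) and Lcn2 (ENSMUSG00000026822.15, chromosome 2, 32274649 to 32277751). All p30 libraries were at the floor for Prom1 and Chil1, so Prom1 was at least 15.4-fold lower and Chil1 at least 171-fold lower. Lcn2 had a log2 change of -7.25 (SE 0.25, adjusted p 1.81e-19). The largest rises were in Mycl (ENSMUSG00000028654.14, chromosome 4, 122889381 to 122896283), Gbp9 (ENSMUSG00000029298.16, chromosome 5, 105224332 to 105258255) and Cmah (ENSMUSG00000016756.18, chromosome 13, 24511387 to 24661272). With p42 at the floor, Mycl was at least 26.3-fold higher, Gbp9 at least 6.54-fold higher and Cmah at least 15.4-fold higher in p30. Gbp9 belongs to a family of similar genes that can share reads, so its count is uncertain.

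The constitutive constructs gave 483 genes higher and 604 lower with p30 than with p42. The largest falls were in Muc5b (chromosome 7, 141392796 to 141426826), with a log2 change of -3.87 (SE 0.22), Sost (chromosome 11, 101853284 to 101857841), with -3.61 (SE 0.27), and Ptgs2 (chromosome 1, 149975782 to 149983985), with -3.30 (SE 0.14). Ly6c2 (chromosome 15, 74980010 to 74983878) was at least 44.5-fold higher with p30, though similar Ly6 genes can share its reads. Dio2 (chromosome 12, 90691326 to 90705812) rose by 4.84 (SE 0.42) and Cd28 (chromosome 1, 60785547 to 60812521) by 4.63 (SE 0.21) on the log2 scale. The adjusted p of the 5 genes with a log2 change was at most 9.64e-08 (edgeR).

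In untreated progenitors 642 genes were higher and 655 lower with p30 than with WT. The largest falls were in Prss34 (chromosome 17, 25517368 to 25519142), with a log2 change of -4.18 (SE 0.44), Dmkn (chromosome 7, 30463181 to 30480491), with -4.01 (SE 0.31), and Gm35724 (chromosome 7, 34828314 to 34841852), with -3.53 (SE 0.41). Gm35724 lies 6.96 kb from Cebpa, which the alleles themselves alter. The largest rises were in Sstr2 (chromosome 11, 113510153 to 113516854), at 4.82 (SE 0.51), Wnt9a (chromosome 11, 59197675 to 59224378), at 4.29 (SE 0.54), and 1810073O08Rik (chromosome 17, 84225363 to 84229038), at 4.26 (SE 0.23). Of the named genes, Wnt9a had the largest adjusted p, 0.000136 (edgeR).

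In untreated macrophages 150 genes were higher and 239 lower with p30. The total depended on 1 library: it was 202 without WT untreated replicate 1 and 689 without WT untreated replicate 2. The largest falls were in Ngp (chromosome 9, 110248876 to 110252080), with a log2 change of -6.63 (SE 0.93), Ltf (chromosome 9, 110848360 to 110871834), with -5.70 (SE 0.88), and Mpo (chromosome 11, 87684610 to 87695238), with -5.65 (SE 0.95). These are neutrophil granule genes, and their levels varied together over the WT libraries. Chac1 (chromosome 2, 119181723 to 119184807) rose by 3.33 (SE 0.53), Rasd2 (chromosome 8, 75940572 to 75950741) by 3.27 (SE 0.53) and Tent5c (chromosome 3, 100375373 to 100396508) by 2.83 (SE 0.51) on the log2 scale. Of the named genes, Tent5c had the largest adjusted p, 0.00378 (edgeR).

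KO-52 cells carry mutant CEBPA on both alleles, and the question there was what adding p42 does. Against EV, p42 gave 1947 genes higher and 451 lower. Against p30, p42 gave 1308 higher and 457 lower (1799 and 297 under TMM). Against EV, p30 gave 726 higher and 88 lower (773 and 315 under TMM). Spike-in scaling moved the median of all genes by -0.23 for p42 against p30 and by 0.15 for p30 against EV on the log2 scale, and by -0.06 for p42 against EV. The p42 against p30 count was 2836 without p42 untreated replicate 3. The p30 against EV count was 357 without EV untreated replicate 1 and 1486 without EV untreated replicate 2. The largest falls with p42 against EV were in MS4A2 (chromosome 11, 60088261 to 60098467), with a log2 change of -4.43 (SE 0.42), MYO16 (chromosome 13, 108596152 to 109208005), with -3.64 (SE 0.38), and SORCS1 (chromosome 10, 106573663 to 107164706), with -2.92 (SE 0.42). Of these, SORCS1 had the largest adjusted p, 2.34e-10 (edgeR). With EV at the floor, MMP8 (chromosome 11, 102711796 to 102727050) was at least 1867-fold higher, MPHOSPH10P1 (chromosome 16, 53364982 to 53373083) at least 390-fold higher and S100A9 (chromosome 1, 153357854 to 153361023) at least 3292-fold higher. MPHOSPH10P1 is a pseudogene, and its reads may belong to a similar gene.

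**Figure D2:**
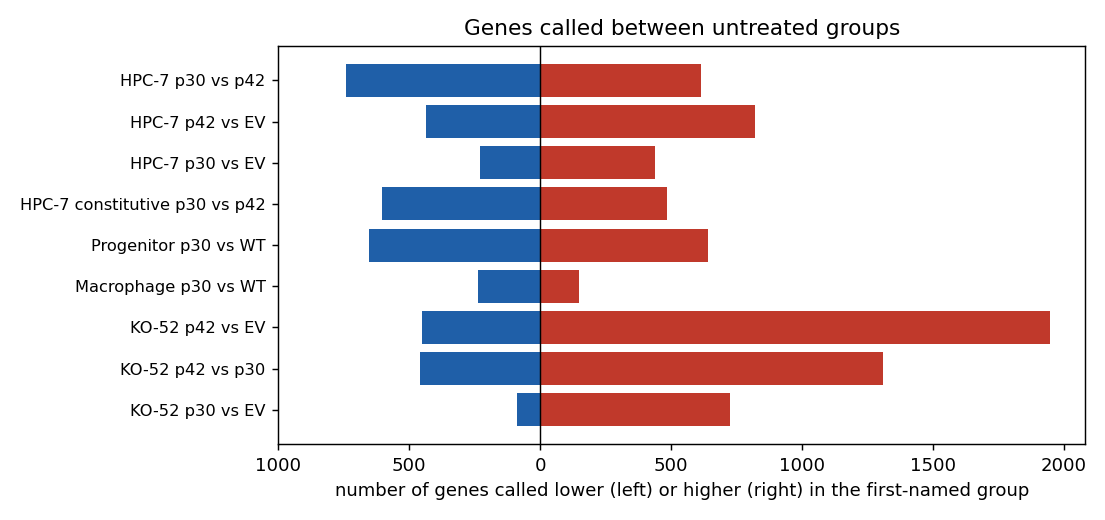
Numbers of genes called between untreated groups, lower to the left and higher to the right of 0 in the first-named group. The KO-52 contrast of p42 and EV has the most genes called higher, 1947.

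The study followed the AP-1 family, 13 transcription factors that include FOS and JUN. In HPC-7 cells 6 of 13 members were lower with p30 and 0 higher, with a list median of -0.26 (camera adjusted p 0.0271). In progenitors 6 of 13 were lower and the median was -0.33 (adjusted p 0.0326). In KO-52 cells 5 of 13 were higher with p42 than with EV, and the median was 0.31 (adjusted p 0.0219). In constitutive HPC-7 cells the median was -0.23 (adjusted p 0.111), and in macrophages it was -0.24 (adjusted p 0.896). Counted with p-values adjusted over the list alone, 6 members were lower in HPC-7 and 6 in progenitors, 5 were lower and 1 higher in constitutive HPC-7, 2 were lower and 4 higher in macrophages, and 5 were higher in KO-52 cells with p42. The list was taken from the study, which describes this family in samples of this series, so it was not picked here without knowledge of those results. With the estimated correlation none of the 5 tests passed the threshold, with adjusted p from 0.187 to 0.981. Under fry the HPC-7, constitutive HPC-7, progenitor and KO-52 tests passed. Single libraries decided some camera tests: the progenitor test did not pass without WT untreated replicate 3 (adjusted p 0.0545) or p30 untreated replicate 1 (0.0548), and the KO-52 test did not pass without EV untreated replicate 1 (0.0556) or p42 untreated replicate 2 (0.0523).

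Members of the family differed between systems. In HPC-7 cells with p30 the log2 changes were -2.22 for Fos (SE 0.19, adjusted p 1.11e-10), -3.36 for Fosl1 (SE 0.40) and -1.64 for Fosl2 (SE 0.12), whereas Fosb did not differ (0.04, SE 0.42, adjusted p 0.966). The other members lower in HPC-7 were Jun (-0.45), Atf4 (-0.44) and Atf7 (-0.32). In progenitors Fos changed by -0.78 (SE 0.23, adjusted p 0.0253, and up to 0.0995 in fits without 1 library) and Fosl2 by -0.99 (SE 0.22), and Jun (-0.75), Junb (-0.44), Atf4 (-0.33) and Atf7 (-0.28) were also lower. In macrophages Fos was lower, at -2.73 (SE 0.34, adjusted p 0.000259), while Junb (0.53) and Atf4 (0.87) were higher. In constitutive HPC-7 cells Fos was higher with p30, at 0.46 (SE 0.14, adjusted p 0.0186), while Fosl2 (-0.86), Jun (-1.05), Junb (-0.70) and Jund (-0.49) were lower. In KO-52 cells p42 raised FOS by 2.28 (SE 0.33, adjusted p 1.38e-10), FOSL2 by 0.98 (SE 0.30), JUN by 3.11 (SE 0.33), JUNB by 1.26 (SE 0.30) and ATF3 by 1.69 (SE 0.33) on the log2 scale relative to EV. Part of this came with p30 too, which raised JUN by 1.66 (SE 0.32, adjusted p 2.48e-05) and JUNB by 1.04 (SE 0.30, adjusted p 0.0197) relative to EV, and the list median of p30 against EV was 0.42 (camera adjusted p 0.0347). Against p30, p42 had higher FOS (1.80, SE 0.32), JUN (1.45, SE 0.31) and ATF3 (0.97, SE 0.32, adjusted p 0.0317), lower FOSB (-1.20, SE 0.35, adjusted p 0.00978), and no difference past the threshold in JUNB (0.21, adjusted p 0.717) or FOSL2 (0.80, adjusted p 0.0744). The list median of this contrast was 0.06 (camera adjusted p 0.237). Leaving out 1 library removed some of these calls, with adjusted p up to 0.105 for constitutive Fos (without p30 replicate 2), 0.0646 for progenitor Junb (without WT replicate 3), 0.154 for macrophage Junb (without WT replicate 1) 0.203 for FOSL2 against EV (without p42 replicate 3), 0.264 for JUNB with p30 against EV (without EV replicate 3), and 0.162 for ATF3 (without p30 replicate 1) and 0.0772 for FOSB (without p30 replicate 2) with p42 against p30. RLE and TMM scaling left the direction of each of these changes as it was. FOSL2 for p42 against p30 passed under both (edgeR adjusted p 3.31e-05 and 3.42e-05). ATF3 in that contrast did not pass without the filter on low counts (0.0587).

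Of the other lists in untreated HPC-7 cells, the inflammatory response was lower with p30 (67 of 127 tested members lower and 22 higher), with a median of -0.79, or -0.66 with members at the floor set to their bound. The neutrophil granule proteins had a median of -2.38 (-2.09 with bounds), the ER stress response -0.50, the macrophage markers -0.80 and the FOS subfamily -1.93. The E2F and cell cycle list was higher, at 0.26 with 45 of 73 members higher, and so were the interferon-stimulated genes, at 0.31 (0.36 with bounds). The adjusted p of these 7 lists was at most 0.00723 (camera), and all but the FOS subfamily also passed with the estimated correlation. Medians that did not pass under camera were -0.01 for ATF4 targets, -0.03 for the NF-kB family, -0.41 for cytokines and chemokines (-0.08 with bounds), -0.04 for the early LPS response, 0.26 for erythroid and megakaryocyte markers, 0.01 for interferon regulators (0.15 with bounds) and -0.34 for mast cell and basophil markers. Of these, all but the NF-kB family passed under fry, which asks only whether members changed at all. The inflammatory response list also had a median of -0.24 in constitutive HPC-7 cells, -0.51 in progenitors and -0.31 in macrophages with p30, and 0.96 in KO-52 cells with p42. All 4 passed under camera and fry, and none passed with the estimated correlation. The granule list had medians of 0.77 in constitutive HPC-7, -1.44 in progenitors, -3.79 in macrophages (-2.71 with bounds) and 2.77 in KO-52 cells with p42 (3.01 with bounds). These 4 tests passed under camera and fry, and none passed with the estimated correlation (adjusted p 0.234, 0.423, 0.0624 and 0.0839). Its constitutive HPC-7 change was opposite in sign to that of the inducible HPC-7 cells.

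The next question was how much the calls of the 5 systems overlapped. Genes lower with p30 (or lower with EV than p42 in KO-52 cells) overlapped beyond chance in all 10 pairs of systems (Fisher's exact test, two-sided, adjusted p at most 9.18e-08). Some pairs also overlapped in the opposite direction. Genes lower in inducible HPC-7, progenitors or macrophages and higher in KO-52 cells numbered 15, 13 and 7. Their odds ratios were 2.41, 2.52 and 3.22 (Fisher's exact test, unadjusted p at most 0.0085), against 6.76, 7.18 and 4.61 in the same direction. Inducible HPC-7, progenitors and macrophages did not overlap with each other in this way (odds ratios at most 1.86). The constitutive table overlapped in the opposite direction with every other table. Genes lower there and higher in progenitors numbered 77, with an odds ratio of 9.65 (33 genes and 3.66 in the same direction), and with macrophages the numbers were 11 and 4.79 (20 and 4.87) and with KO-52 cells 11 and 2.70 (71 and 4.61). Genes lower in inducible HPC-7 and higher in the constitutive table numbered 88, with an odds ratio of 6.35 (47 and 2.58). The largest odds ratio was that of HPC-7 and progenitors, 56.6, with 201 shared genes against 15.6 expected, and 85.1% of the HPC-7 calls had the same sign in progenitors. The smallest in the main fit was that of the 2 HPC-7 tables, 2.58, with 47 shared genes against 20.5 expected. Only 37.6% of the calls in inducible HPC-7 had the same sign in the constitutive cells. With DESeq2 and with no fold threshold, the smallest was that of constitutive HPC-7 and progenitors (2.77 and 1.21). Of the 9142 genes tested in every system, 19 were lower in 4 systems and 0 in all 5. Comparisons of p42 and of p30 with EV share the EV libraries, so their agreement was set against 20 simulations without a difference. Across genes, which are not independent replicates, r was 0.28 in HPC-7 (0.50 simulated) and 0.45 in KO-52 cells (0.50 simulated). In the simulations the shared EV libraries alone set r near 0.50, whereas the data hold many called differences. The simulations therefore cannot judge whether the observed r is high or low. The 2 comparisons shared 229 and 436 calls, which simulations without a difference cannot judge either.

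LPS induction was compared next. After 2 h of LPS, 553 genes were called induced in HPC-7 cells with p42 and 228 with p30, 187 of them in both. After 12 h, 1530 were induced with p42 and 1873 with p30, 1153 of them in both. In progenitors 918 genes were induced with WT and 793 with p30. In macrophages 2256 genes were induced with WT and 1846 with p30 at 2 h, and 2977 with WT and 3041 with p30 at 8 h. In KO-52 cells 150 genes were induced with p42 and 1150 with EV. The EV count depended on scaling and on single libraries: it was 362 under TMM, 96 without EV LPS replicate 1 and 2615 without EV untreated replicate 2, and spike-in scaling moved the median of all genes by 0.41 with LPS in EV and by 0.18 in p42. The p42 count was 78 without p42 LPS library c and 402 without p42 untreated replicate 3. A larger count in one genotype does not show a difference between genotypes, which the interaction tests.

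By the interaction, 740 genes in HPC-7 cells had a higher and 529 a lower LPS change with p30 than with p42 at 2 h, and 789 a higher and 760 a lower change at 12 h. In progenitors 37 were higher and 79 lower. This total was 44 without p30 LPS replicate 3 and 286 without WT LPS replicate 1. In macrophages 343 were higher and 404 lower at 2 h, and 94 were higher and 86 lower at 8 h. The 2 h total was 399 without p30 LPS replicate 2, and the 8 h total ranged from 44 without WT LPS replicate 1 to 287 without WT LPS replicate 2. With a block per genotype and replicate number the totals were 328 in progenitors, and 1131 (2 h) and 420 (8 h) in macrophages. In KO-52 cells 42 genes had a higher and 1 a lower LPS change with p42 than with EV, and 46 a higher and 1 a lower change with p42 than with p30. Spike-in scaling moved the median of all genes by -0.21 and by 0.12 in these contrasts.

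Of the genes induced with p42 in HPC-7 cells at 2 h, 89.0% had a weaker LPS change with p30, against 63.1% in simulations without a difference (range 60% to 67.2%). Within that set 261 genes were called weaker and 10 stronger. The choice of genes moved this share most: it was 59.6% over genes induced with p30 (simulated range 32.7% to 42.9%). At 12 h it was 53.4%, below the simulated 59.5% (range 57.9% to 61.9%). In progenitors it was 74.3% (simulated 60.9%, range 58.3% to 63.1%), with 59 genes called weaker and 2 stronger. In macrophages it was 73.4% at 2 h (simulated 57.9%, range 55.9% to 60.1%) and 52.4% at 8 h (simulated 56.5%, range 55.3% to 58%). In KO-52 cells 92.7% of the genes induced with p42 had a weaker change with EV (simulated 83.3%, range 81.6% to 85.0%) and 99.3% with p30 (simulated 84.9%, range 82.1% to 88.6%). These simulations selected a mean of 1147 (EV) and 253 (p30) genes, against 150 in the data, so the comparison with their ranges is uncertain. In every system the simulated ranges leave out shifts that many genes of a library share. Across fits without 1 library the HPC-7 share at 12 h ranged from 47.6% to 59.1%, wider than its simulated range. A share outside its simulated range thus does not by itself show a difference. Over genes induced with p30 or EV instead, the share was above its simulated range in HPC-7 and macrophages at 2 h (51.5% in macrophages, range 40.4% to 44.1%), inside it in progenitors (41.2%, range 36.5% to 41.9%), and below it in HPC-7 at 12 h (23.8%, range 38.9% to 42.9%), macrophages at 8 h (36.5%, range 41.3% to 45.3%) and KO-52 cells against EV (2%, range 10.8% to 16.3%). Only 3 genes were induced with p30 in KO-52 cells. Single libraries moved 3 of these shares relative to the simulated range: HPC-7 at 12 h was 59.1% without p30 untreated replicate 1 (inside), macrophages at 8 h 58.3% without WT LPS replicate 1 (above) and KO-52 cells against EV 81.9% without p42 LPS library a (inside).

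**Figure D3:**
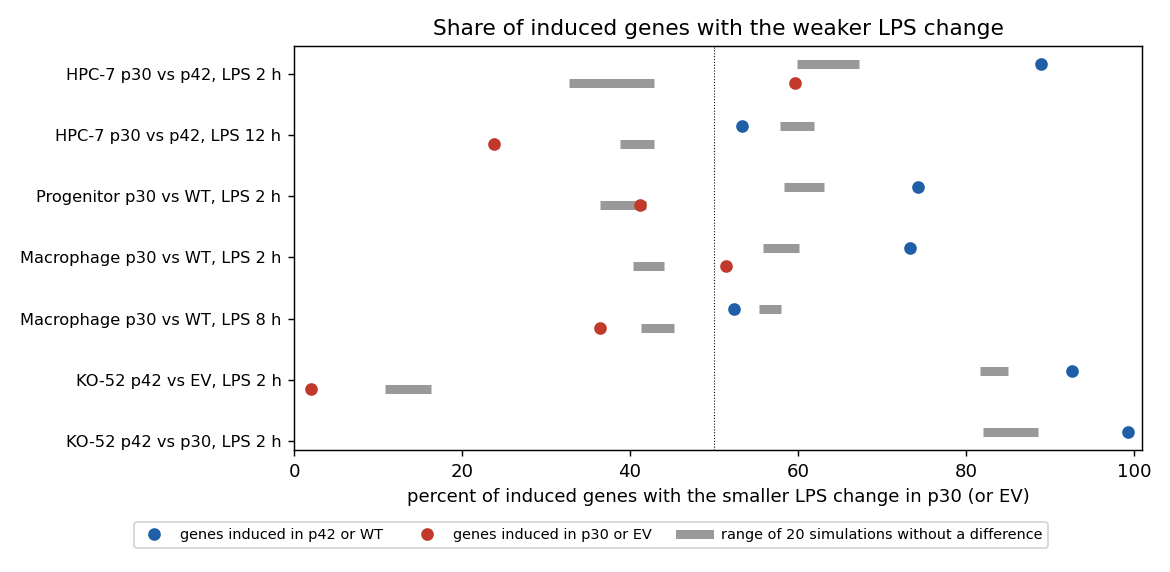
Percent of induced genes whose LPS change was smaller in p30 (or in EV or p30 for KO-52); blue points use genes induced with p42 or WT, red points genes induced with p30 or EV, and grey bars span 20 simulations without a difference. The HPC-7 share at 2 h, 89.0%, lies above its bar and the HPC-7 share at 12 h, 53.4%, below its bar. The bars leave out shifts that many genes of a library share and may be too narrow.

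The early LPS response list was compared in the same contrasts. Its median difference in LPS change with p30 was -0.77 in HPC-7 at 2 h (adjusted p 2.27e-20), -0.05 at 12 h (adjusted p 0.317), -0.45 in progenitors (adjusted p 2.03e-19), and 0.07 and 0.14 in macrophages at 2 and 8 h (adjusted p 0.184 and 0.331). Without the members at the floor in a group the first of these was -0.62. In KO-52 cells the LPS change was larger with p42 by 0.54 against EV and by 1.08 against p30. The HPC-7 2 h test and the KO-52 test against p30 also passed with the estimated correlation, while those of progenitors (adjusted p 0.222) and of KO-52 cells against EV (adjusted p 0.0589) did not. Members of this list called lower over all genes numbered 47 of 99 in HPC-7 at 2 h and 12 of 107 in progenitors, and 52 and 40 when adjusted over the list alone. Interferon-stimulated genes differed between systems: their median difference in LPS change was -0.25 in HPC-7 at 2 h, 0.34 in HPC-7 at 12 h, 1.06 in progenitors, -0.81 in macrophages at 2 h and -0.09 in macrophages at 8 h. The macrophage test at 8 h did not pass (adjusted p 0.40) but did without WT LPS replicate 1 (0.00145) or p30 LPS replicate 3 (0.0453), the progenitor test did not pass under fry (0.0983), and only the HPC-7 12 h test passed with the estimated correlation. In progenitors 2 of 86 members were called over all genes and 35 when adjusted over the list alone.

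**Figure D4:**
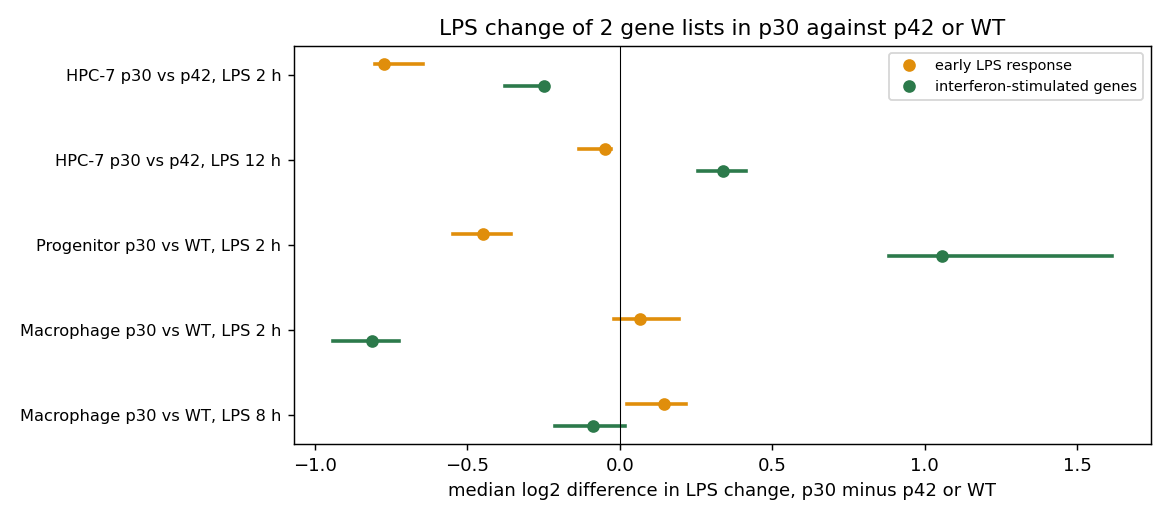
Median log2 difference in LPS change, p30 minus p42 or WT, of the early LPS response list (orange) and the interferon-stimulated genes (green); lines span the fits that each left out 1 library. Interferon-stimulated genes are at 1.06 in progenitors and -0.81 in macrophages at 2 h.

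Of the 8 cytokines, 4 had a smaller LPS change with p30 in HPC-7 cells at 2 h: Ccl5 (-6.29, SE 0.50, adjusted p 4.90e-10), Tnf (-0.91, SE 0.15, adjusted p 0.000167), Il6 (-1.48, SE 0.35, adjusted p 0.00635, or 0.121 without p30 untreated replicate 1) and Ccl9 (-0.61, SE 0.15, adjusted p 0.0101). Differences in Cxcl10, Ccl2, Cxcl2 and Il1b were not past the threshold, and Cxcl10 and Il1b were at the floor in untreated p30 libraries. Cxcl10 passed with DESeq2 (adjusted p 0.00159) and with no filter on low counts (0.0444). In progenitors only Tnf passed (-1.79, SE 0.22, adjusted p 0.00472), and Il6 had a similar size without passing (-1.91, SE 0.42, adjusted p 0.0726). Il6 passed with a block per genotype and replicate number (0.0203), DESeq2 (0.00359), no filter on low counts (0.00721) or without p30 LPS replicate 1 (0.0301). In macrophages none of the 8 passed at 2 h or 8 h in the fit without a block, with 2 at an unadjusted p under 0.05 at 2 h (Cxcl2 and Tnf) and 1 at 8 h (Cxcl10). At 8 h Cxcl10 had a larger LPS change with p30 and lay near the threshold (1.79, SE 0.42, adjusted p 0.0513). It passed with a block per genotype and replicate number (adjusted p 0.00789), DESeq2 (0.00176) or no filter on low counts (0.00587), and marginally with the replicate number as a block. Its adjusted p without 1 library was from 0.0117 to 0.149. Fos had a larger LPS change with p30, by 4.08 at 2 h (SE 0.47, adjusted p 0.000244). Its difference at 8 h (2.01, SE 0.46, adjusted p 0.0482) lost the threshold under RLE scaling (adjusted p 0.0538) and in 11 of the 12 fits that each left out 1 library, with adjusted p from 0.0721 to 0.135; only without WT untreated replicate 2 did it pass (0.00328). Fosb also had a larger LPS change with p30 at 2 h, by 2.35 (SE 0.47, adjusted p 0.00887). With WT, Fos fell by 1.00 at 2 h, and with p30 it rose by 3.08. In KO-52 cells p42 gave a larger LPS change than EV for TNF (4.17, SE 0.46), IL1B (3.50, SE 0.42), CXCL2 (3.94, SE 0.45) and CCL2 (2.24, SE 0.43), with adjusted p at most 0.000245. CXCL10 and IL6 passed as well, IL6 being at the floor in EV with LPS, and CCL5 did not. Against p30 the differences were 3.40, 3.17, 3.89 and 2.26 in the same order, and that of CCL2 had an adjusted p of 0.000172 (0.0523 under TMM). CXCL10 and CCL5 did not pass against p30 (edgeR adjusted p 0.0951 and 0.0962). Before LPS, CCL2 (-1.96) and TNF (-1.45) were lower with p42 than with p30, and those of IL1B (-0.72) and CXCL2 (0.13) did not differ past the threshold. Relative to EV, p30 raised CCL2 (3.11), TNF (2.03) and IL1B (1.32) before LPS (edgeR adjusted p at most 0.000533), but not CXCL2 (-0.40). With p42, CCL2 was also above EV (1.14, edgeR adjusted p 0.00269), and TNF did not differ past the threshold (0.58). Higher untreated levels with p30 thus enter the CCL2 and TNF differences against p30.

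**Figure D5:**
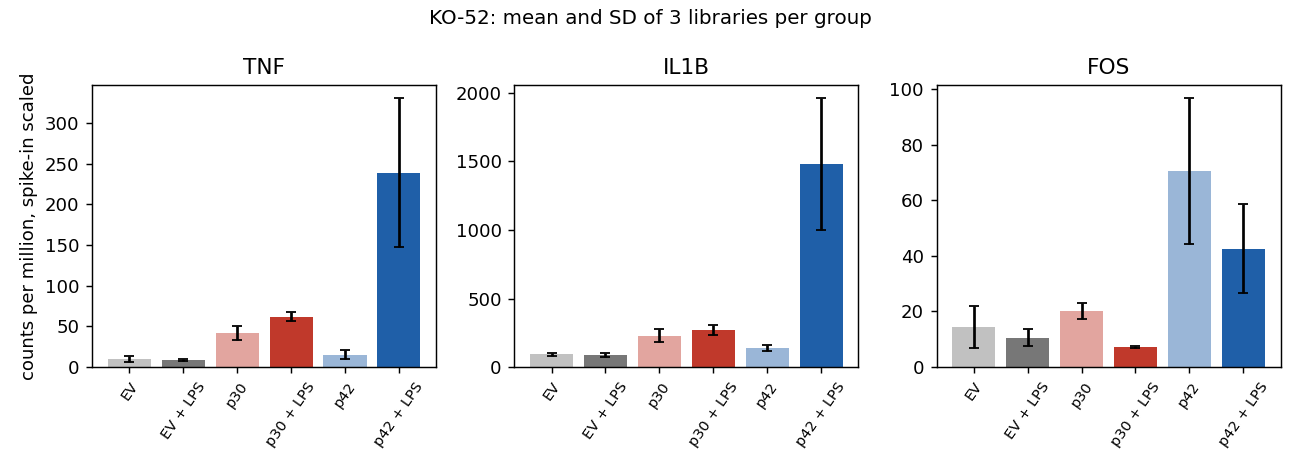
TNF, IL1B and FOS in KO-52 cells, as spike-in scaled CPM by construct and treatment; bars are means and error bars SDs of 3 libraries. LPS raised TNF by 3.96 on the log2 scale with p42, and with EV the change was -0.21.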

Values the study reported

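For untreated HPC-7 cells, the study reported 709 genes higher and 822 genes lower with p30 than with p42. In primary progenitors with p30 it counted 648 downregulated genes. In KO-52 cells given p42 it reported 2611 upregulated genes against the empty vector, and it called 5 of 13 AP-1 members (38%) upregulated. Of the genes it called differentially induced after 2 h of LPS in HPC-7 cells, the study described 83% as having reduced and 17% increased induction with p30. The figure it cites is limited to genes induced with p42, and the legend describes expression in p30 against p42 cells at 2 h. Such a comparison of levels is a different measure from the difference in LPS change tested here.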

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

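Each of the 7 contrasts of LPS inducibility appears here because the LPS change differed between genotypes by the interaction test; the splits with equal exchanges, the comparison of library totals in progenitors and macrophages, the tests of library preparation and construct level at 12 h and the test of a later induction in macrophages were chosen only after the result was seen.

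The calls were 1269 in HPC-7 cells at 2 h, 1549 in HPC-7 cells at 12 h, 116 in progenitors, 747 in macrophages at 2 h, 180 in macrophages at 8 h, 43 in KO-52 cells for p42 against EV and 47 for p42 against p30. Unequal depth was argued against in HPC-7 and KO-52 cells by thinning every library to the smallest total of its table, which left 1242 and 1393 calls in HPC-7 at 2 h and 12 h, and 43 and 45 in KO-52 cells. The number of shared genes between the full and thinned fits was 1125, 1325, 40 and 45. In progenitors and macrophages depth was nearly equal, with the largest library total 1.02 times the smallest in each table, which itself argues against unequal depth there.

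Genotype labels were then exchanged between libraries of the same time. Of 50 splits drawn from 200, the labelled one included, as many calls came from 5 in HPC-7 at 2 h, 4 in HPC-7 at 12 h, 1 in progenitors, 1 in macrophages at 2 h, 2 in macrophages at 8 h, 3 in KO-52 cells against EV and 4 against p30. A split that exchanges unequal numbers of libraries untreated and with LPS brings the genotype difference itself into the contrast, and such splits gave up to 4338 calls in HPC-7 at 2 h. They do not test chance, and of the 21 splits with equal exchanges among the 50, only the labelled one gave as many calls in each of the 7 contrasts. Of 40 splits with equal exchanges at both times, drawn from 82, only the labelled one (1 of 40) gave as many calls in HPC-7 at 2 h and 12 h, progenitors, macrophages at 2 h and 8 h, and KO-52 cells against EV. For KO-52 cells against p30, 2 of 40 did, and the other gave 2573 calls. An exchange also mixes genotypes within a group and so widens its spread, which lowers the calls of the other splits. The labelled split is favoured by this, so the splits cannot decide on chance in the other 6 contrasts. Chance also stays open for KO-52 cells against p30.

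For HPC-7 cells at 2 h a lower level of the LPS receptor genes may contribute, since Tlr4 (-1.73) and Cd14 (-5.81) were lower with p30 before LPS and Ly96 was not past the threshold (-0.88, adjusted p 0.0658), so 2 of the 3 genes were lower. In KO-52 cells all 3 genes were lower with EV than with p42 (p42 minus EV 1.52 for TLR4, 3.72 for CD14 and 1.87 for LY96), so this explanation stays open there too. Whether the receptors account for the weaker induction cannot be told apart from other effects of p42 in HPC-7 cells, because no library changes the receptors alone. In progenitors 1 of the 3 was lower (Tlr4, -1.23), which also leaves the question open. In macrophages 0 of the 3 was lower, with adjusted p from 0.565 to 0.811 (0 also at an unadjusted p under 0.05), which argues against this explanation there.

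At 12 h the HPC-7 libraries lay apart from the others. The 12 h changes followed the GC content of genes with rank correlations of -0.46 (p42) and -0.51 (p30) across genes, against 0.04 and 0.11 at 2 h, where the largest absolute correlation was that with gene length with p42 (-0.14). The smallest absolute GC correlation at 12 h exceeded it by 0.320, as a separate library preparation could produce. Cebpa was lower at 12 h than untreated by a mean log2 difference of -1.55, so a lower construct level may contribute as well. The p30 to p42 differences at 12 h and untreated correlated across genes at r = 0.701, which argues against a loss of the p30 to p42 difference. No label gives the preparation of a library, so the 12 h contrast with untreated cells stays open to both, while a shift shared by p30 and p42 cancels in the inducibility difference.

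Interferon-stimulated genes in macrophages had a smaller LPS change with p30 at 2 h. The untreated level was higher with p30 (median 0.22), but this alone is argued against as the cause, because the level at 2 h itself was lower with p30, with a median log2 difference of -0.627 and 52 of 86 members lower. A later induction with p30 remains open, since the difference in induction at 8 h was -0.0884. In progenitors these genes had a larger LPS change with p30, and their level at 2 h was higher by 1.26 with 71 of 86 members higher, so a lower untreated level alone is argued against. The Ifnb1 difference at 2 h was -0.72 in macrophages (edgeR adjusted p 0.322) and 0.62 in progenitors (adjusted p 0.588). Neither passed the threshold, but both had the sign of the list, so a difference in Ifnb1 is neither shown nor excluded. The genotypes stay among the open biological explanations.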

How the results depend on the processing

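Of the alternatives below, only TMM and RLE for the KO-52 shares were chosen after the data were seen. Removing the fold threshold raised the counts of the 4 mouse tables by its construction, while those of KO-52 cells stayed within 1.5 times. Without it the calls between untreated groups were 4554 in HPC-7 for p30 against p42, 4885 for p42 against EV, 2657 for p30 against EV, 4617 in constitutive HPC-7, 4403 in progenitors and 1091 in macrophages. Counting genes induced by any amount gave 2180 (2 h) and 4448 (12 h) in HPC-7 with p42, 991 and 4680 with p30, 2369 in WT and 1936 in p30 progenitors, 4441 (2 h) and 5354 (8 h) in WT macrophages, and 3573 and 5395 in p30 macrophages.

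Of the inducibility counts, that of progenitors was 247 without the filter on low counts, 372 with DESeq2, 64 with the replicate number as a block and 328 with a block per genotype and number. That of macrophages was 1301 with DESeq2 and 1131 with the block per genotype at 2 h, and 536 and 420 at 8 h. For these the cause was not tested. Replicate numbers did not pair libraries across genotypes: every residual correlation of libraries with the same number exceeded 0.1 in 0 group pairs of different genotype, and within genotype in 1 of 2 for progenitors and 3 of 6 for macrophages.

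In KO-52 cells the genes induced with p42 numbered 88 when only the groups compared were fitted, a fit with fewer libraries. Those induced with EV numbered 339 with RLE and 362 with TMM in place of spike-ins, and the inducibility count against EV was 73 and 71. Spike-in scaling moves all genes of a library together, which bears on these 4 counts. The other counts between alternatives without a library left out stayed within 1.5 times.

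Across the fits that each left out 1 library, counts ranged from 44 to 286 for progenitor inducibility, 202 to 689 for macrophage p30 against WT, 399 to 932 and 44 to 287 for macrophage inducibility at 2 and 8 h, 1402 to 2836 for KO-52 p42 against p30, 357 to 1486 for p30 against EV, 78 to 402 for genes induced with p42 and 96 to 2615 with EV. The extremes followed 1 library each: without p30 LPS replicate 3 and WT LPS replicate 1 (progenitors), WT untreated replicates 1 and 2 (macrophages), p30 LPS replicate 2 and WT LPS replicate 2 (2 h), WT LPS replicates 1 and 2 (8 h), p42 untreated replicates 2 and 3 (p42 against p30), EV untreated replicates 1 and 2 (p30 against EV), p42 LPS library c and p42 untreated replicate 3, and EV LPS replicate 1 and EV untreated replicate 2. The other counts stayed within 1.5 times, and 51 of 210 such fits moved by more.

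The share with weaker induction depends on which genes are chosen. Over genes induced in the other genotype it was 59.6% (HPC-7 2 h), 23.8% (HPC-7 12 h), 41.2% (progenitors), 51.5% and 36.5% (macrophages 2 and 8 h), 2% (KO-52 against EV) and 0% (against p30, 3 genes). Over genes induced in both it was 71.7%, 38.4%, 58.3%, 61.3%, 43.9%, 60.7% and 0% (1 gene). Over the early LPS response list it was 71.7% in HPC-7 at 2 h, 78.5% in progenitors, 48.1% and 39.8% in macrophages, 75% in KO-52 against EV and 95.2% against p30. Across fits that left out 1 library it ranged from 87.4% to 91.5%, 47.6% to 59.1%, 68.6% to 79.8%, 70.9% to 75.1%, 49.3% to 58.3%, 81.9% to 97.4% and 98.6% to 100% in the order of the 7 contrasts. TMM and RLE in KO-52 cells gave 93.5% and 94.2% against EV and 99.3% for both against p30.

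Of the gene lists, medians do not change with the set test, but the test did. With the estimated correlation the AP-1 list lost the threshold in HPC-7 (-0.26), progenitors (-0.33) and KO-52 cells (0.31), the inflammatory response in constitutive HPC-7 (-0.24), progenitors (-0.51), macrophages (-0.31) and KO-52 cells (0.96), and the early LPS response in progenitors (-0.45) and KO-52 cells against EV (0.54). So did 9 other list tests: the AP-1 list for p30 against EV in KO-52 cells, the granule proteins in the other 4 systems, the FOS subfamily in HPC-7 and the interferon-stimulated genes in HPC-7 at 2 h, progenitors and macrophages at 2 h. Under fry the AP-1 list passed in constitutive HPC-7 (-0.23), 6 further lists passed in untreated HPC-7 cells (ATF4 targets, cytokines and chemokines, the early LPS response, erythroid and megakaryocyte markers, interferon regulators, mast cell and basophil markers), and the threshold was lost by the interferon-stimulated genes in progenitors and by the AP-1 list for p30 against EV (0.42) in KO-52 cells. The latter also lost it with the replicate block (adjusted p 0.0520) and without EV untreated replicate 1 (0.128) or p30 untreated replicate 3 (0.0575). The cause was not tested. Across fits without 1 library the AP-1 median ranged from 0.072 to 0.60 in KO-52 cells, -0.35 to -0.29 in progenitors and -0.25 to -0.13 in macrophages, where its camera direction reversed without WT untreated replicate 3. The early LPS response ranged from -0.020 to 0.19 and 0.025 to 0.22 in macrophages at 2 and 8 h, the lowest at 8 h without WT untreated replicate 3, where its camera direction reversed. It passed without WT untreated replicate 2 (both times) or p30 LPS replicate 3 (2 h). The interferon-stimulated genes in macrophages at 8 h ranged from -0.21 to 0.017, and their camera direction reversed without WT untreated replicate 1 (-0.0069), p30 untreated replicate 1 (-0.033) or WT LPS replicate 2 (0.017). Their test passed without WT LPS replicate 1 or p30 LPS replicate 3.

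Of the named genes, Fosb in HPC-7 (-0.10 and -0.09 without replicate 3 of p30 or of p42) and Cxcl2 (0.051) and Il1b (0.79) inducibility without p30 untreated replicate 1 changed sign (ranges -0.10 to 0.18, -3.24 to 0.051 and -2.52 to 0.79), and so did JUNB for p42 against p30 in KO-52 cells without p42 untreated replicate 3 (-0.067, range -0.067 to 0.45); none of these had passed. Without a library left out, 17 gene results passed newly and 4 no longer passed; with one, 7 and 36. With TMM or RLE in place of spike-ins, FOSL2 for p42 against p30 and ATF3 for p30 against EV passed newly. The overlaps between systems kept their direction and stayed past the threshold with DESeq2 and with no fold threshold. The replicate block was not run for KO-52 contrasts with p42 or p30 LPS libraries, whose replicate numbers were not used. Depth limits genes at the floor, such as Il1b and Cxcl10 in untreated p30 HPC-7 cells, to bounds.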

Other observations

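The tests of the granule genes in p30 cultures, of the Cebpa ratio, of calls near Cebpa and Rosa26, of the KO-52 spike-ins and splits, of pseudogenes, of the E2F list in KO-52 cells and of the constitutive labels were chosen, or had the measure or limit that decides them settled, only after the result was seen. No biological explanation beyond the genotype was tested for them.

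Each comparison of 3 libraries with 3 allows 10 splits, so the share of splits with as large a result cannot fall under 0.1. In 20 of the 21 such comparisons (9 between untreated groups and 12 of LPS induction), only the labelled split (1 of 10) gave as many calls. For the genes induced with p42 in KO-52 cells 2 of 10 did. The other split, which set untreated replicates 1 and 2 with LPS library a against the rest, gave 2221 calls, against 150 for the labelled one. It followed the ratio of gene to spike-in counts, and it gave 0 calls under TMM, where the labelled split gave 139, so variation in spike-in amount is a candidate explanation for its calls. In the KO-52 cells with EV, the shift of all genes with LPS was 0.386, or 1.55 times its standard error from the replicate spread, so an uneven spike-in amount may account for the shift. The ratio of gene to spike-in counts had a within-group SD of 0.304 on the log2 scale.

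Neutrophil granule genes were lower in p30 macrophages. Over the WT libraries the list's genes had a mean correlation of 0.420, above all of 1000 random lists. Of 15 members over 100 CPM in WT progenitors, 12 were lower in p30 than in WT macrophages. Granulocytic cells in the WT cultures may contribute. The levels of these 15 genes over those of WT progenitors were uneven (from 0.106% to 471%, median 0.985%, SD of the log2 ratio 3.33). The highest were Lyz2 (471%), Csf3r (61.4%) and Ceacam1 (10.4%), and the others were at most 2.60%. Granulocytic cells cannot be told apart from expression in the macrophages themselves. A single WT animal is argued against as the whole cause: without each WT untreated replicate in turn the list stayed lower, with a fry p of at most 0.000867, although with all libraries it did not pass with the estimated correlation (adjusted p 0.0624). WT untreated replicate 2 was the lowest of the 3 in these genes, and without it 23 members were called lower, against 10 without replicate 1 or 3.

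Cebpa was lower in p30 macrophages. One allele fewer would leave the p30 to WT ratio the same at every time, but the ratio fell by 2.08 on the log2 scale from untreated to 8 h, with an adjusted p of 0.00675, and rose by 1.13 from untreated to 2 h (adjusted p 0.0526, or 0.0132 with DESeq2). The change to 8 h argues against it as the whole cause.

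Calls near the altered loci were counted for p30 against WT. Within 10 Mb of Cebpa lay 1.31% of the progenitor and 2.06% of the macrophage calls, and within 10 Mb of the Rosa26 gene 0.771% and 0.514%. The odds ratios against the rest of the genome were 0.760 and 1.28 near Cebpa and 0.985 and 0.667 near Rosa26, with p from 0.315 to 1 (Fisher's exact test, two-sided). Variants linked to either locus could thus account for few of the calls. Activity of the Cre elsewhere in the genome stays open, since only p30 cells carry it. Gm35724 remains uncertain, as it lies 6.96 kb from Cebpa.

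Processed pseudogenes held a median of 21.4% of counts in the constitutive HPC-7 table, 20.1% in progenitors and 7.86% in macrophages, against 1.58% in the inducible HPC-7 table. These shares cover the 8852 pseudogenes named in both HPC-7 tables, so a difference in which pseudogenes are listed is argued against as the cause. Alignment without splicing may place spliced reads there, but other differences in how the tables were made were not tested. The cause thus cannot be told apart. MPHOSPH10P1 in KO-52 cells had 0 of its tested neighbours within 100 kb higher with p42, CHD9 at -0.59 and RBL2 at 0.04, which argues against reads from a neighbouring gene.

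The constitutive HPC-7 changes were mostly opposite in sign to those of the inducible cells. Genes lower with p30 in both tables were more than chance gives (odds ratio 2.58), and so were genes lower in the inducible and higher in the constitutive table (6.35), so an exchange of the p30 and p42 labels cannot be told apart from a difference between the constructs. Cd14 was higher with p30 in the constitutive cells, by 1.67.

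The E2F and cell cycle list, higher with p30 in HPC-7 cells, had a median of -0.239 in KO-52 cells with p42, in the matching direction, and passed under camera (adjusted p 0.00403) but not under fry (0.473) or with the estimated correlation (0.917). A shared effect is neither shown nor excluded by this.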
